A study of Homo sapiens with 12 samples. Its data were reported in "The metabolic enzyme hexokinase 2 localizes to the nucleus in AML and normal haematopoietic stem and progenitor cells to maintain stemness" (2022).

How the data were processed

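ATAC-seq libraries were prepared from 60000 NB4 cells per sample in 4 groups of 3, with groups and replicate numbers taken from the sample titles. Per their methods, the authors processed the samples with the ATAC-seq pipeline of ENCODE. Trimmed reads were treated as single ends, and Bowtie2 placed them on hg38 in local mode. Filtering then dropped duplicates (Sambamba), alignments of mapping quality under 30 (Samtools) and mitochondrial reads. What remained was shifted for the Tn5 insertion site. MACS2 then called peaks in each sample on its own, without a control library and without pooling replicates, at p 0.01 with a shift of 75 bp and an extension of 150 bp, with all remaining reads kept and one line written per summit. By the file names, the 300000 lines with the smallest p were kept and lines in blacklisted regions were removed. In 8 of the 12 lists this limit was reached. The last line of every list was beyond the q threshold used below, so 0 of the sets at that threshold were shortened by it.

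In the deposited lists the authors give, for each line, a fold enrichment (a ratio of the pileup plus a pseudocount to the local background plus a pseudocount, within the sample) and the −log10 of its p-value and q-value. These values belong to the authors' peak caller. They were used here only to filter and rank lines within a list, and folds were not compared between lists. No read counts were analysed, so differential accessibility per region, which the authors computed from reads with DiffBind and edgeR, was not repeated, and group differences rest on which regions were called. Such calls turn a graded signal into presence or absence, so a region just under the threshold in one sample counts as missing there. Because duplicates and low-quality alignments were removed before calling, repeated sequence is under-represented.

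Peaks were lines with q at most 0.0001, the threshold of the study, and an interval with several summits was counted once. For each sample the peak number, covered length, mean peak width, share of peaks with a midpoint within 3 kb of a transcription start site, and share of peaks nearest to the start site of a gene in each of 4 lists were computed against GENCODE release 44 (252798 transcripts). No line in the 12 lists (3506975 lines) ended beyond its chromosome in hg38. Jaccard indices were computed on merged intervals. For each comparison, the peaks of its 6 samples were merged into regions, a peak was counted as present where it overlapped a region by at least 1 bp, and regions called in 3 of 3 samples of one group and 0 of 3 of the other were counted.

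Depth was recovered from the lists. The commonest fold values of a list are whole multiples of 1 step, which gives the genome-wide background pileup, between 1.07 and 1.90 reads. With it, the fold and p of each line gave a pileup that was whole, within 0.05, for over 99.9% of lines in every list. Under an assumed genome size of 2.7 Gb and the 150 bp extension, the background corresponds to between 19300000 and 34200000 reads per sample. To compare at equal depth, pileups were thinned binomially to the shallowest library with random seed 1, and lines were kept at a −log10 p of at least 6.13, where the q threshold lies in that library. Thinning cannot restore lines absent from a deposited list, and it keeps the interval bounds of the full-depth call.

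Group means were compared on the log2 scale (promoter share as a difference in percentage points) by exact permutation tests over the 20 labelings of 3 against 3 samples, two-sided, which cannot give a p below 0.1. Jaccard contrasts used the 10 splits of 6 samples, one-sided. The 2 effects were compared over 400 labelings. The 8 list comparisons were adjusted by the Benjamini-Hochberg method. The regions named are, for each comparison and direction, the 3 with the smallest mean rank by p-value among regions called in 3 of 3 samples of a group with no line of any significance in the deposited lists of the other 3 samples. HK2, EEF1A1, PGK1 and RNU6-1 were named in addition as checks of the labels, the last 3 because lentiviral vectors carry their promoters. Groups, alternatives, the comparisons of groups in this paragraph, gene lists and this rule were fixed before the data were examined. The test between arms at the 4 loci was chosen afterwards, as were the tests listed so under other observations.

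The alternatives were the deposited lists without a q filter, q at most 1e-10, thinning to equal depth, a fold enrichment of at least 3, chromosomes 1 to 22 and X, the 50000 lines with the smallest p, each line in place of each interval, start sites within 1 kb, start sites of protein-coding genes, peaks covering at least 50% of a region, the replicate number as a block, and leaving out each replicate. The procedures were tested on simulated data first. With 200 regions planted among 166988 in the overexpression comparison, 100% were recovered, as were 100% of 200 planted among 158147 in the knockdown comparison. The planted calls were set directly as present or absent, so this checks the counting step only and says nothing about sensitivity to real changes. Simulated pileups were recovered for at least 99.9% of 20000 lines per list. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used, with samtools and blastn for sequences. Pathway enrichment and the stem cell signatures of the study were not analysed here.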

Results

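Chromatin accessibility was measured by ATAC-seq, in which the Tn5 transposase inserts sequencing adaptors into open chromatin, in 12 samples of NB4 cells, an acute myeloid leukaemia cell line of promyelocytic origin. Hexokinase 2 (HK2) is a glycolytic enzyme best known from the outer mitochondrial membrane, and the study asked how its nuclear pool affects chromatin openness. The samples formed 4 groups of 3. EV cells carried an empty lentiviral vector, and NLS1-HK2 cells overexpressed HK2 joined to a nuclear localization signal. Nuclear HK2 KD cells expressed HK2 tethered to mitochondria together with an shRNA against the untranslated region of the endogenous HK2 transcript, which lowers the nuclear pool and spares the mitochondrial one, and KD control cells carried a control shRNA in its place. One peak list was deposited per sample, so each sample stands as its own replicate. All positions are on hg38.

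The deposited lists held between 264380 and 299671 lines. After filtering at q at most 0.0001 and counting each interval once, a sample had between 91333 and 134381 peaks. Sequencing depth, recovered from the steps between the fold enrichment values, differed between samples. Relative to the shallowest library (nuclear HK2 KD replicate 3, set to 1), depth was 1.37 ± 0.0735 (SD, n = 3) in EV, 1.29 ± 0.191 (SD, n = 3) in NLS1-HK2, 1.46 ± 0.277 (SD, n = 3) in KD control and 1.15 ± 0.196 (SD, n = 3) in nuclear HK2 KD. NLS1-HK2 replicate 1 was at 1.07, and the other NLS1-HK2 and EV libraries lay between 1.31 and 1.45. Every comparison between 2 groups below is an exact permutation test of 3 against 3 samples, which cannot give a p below 0.1.

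**Figure D1:**
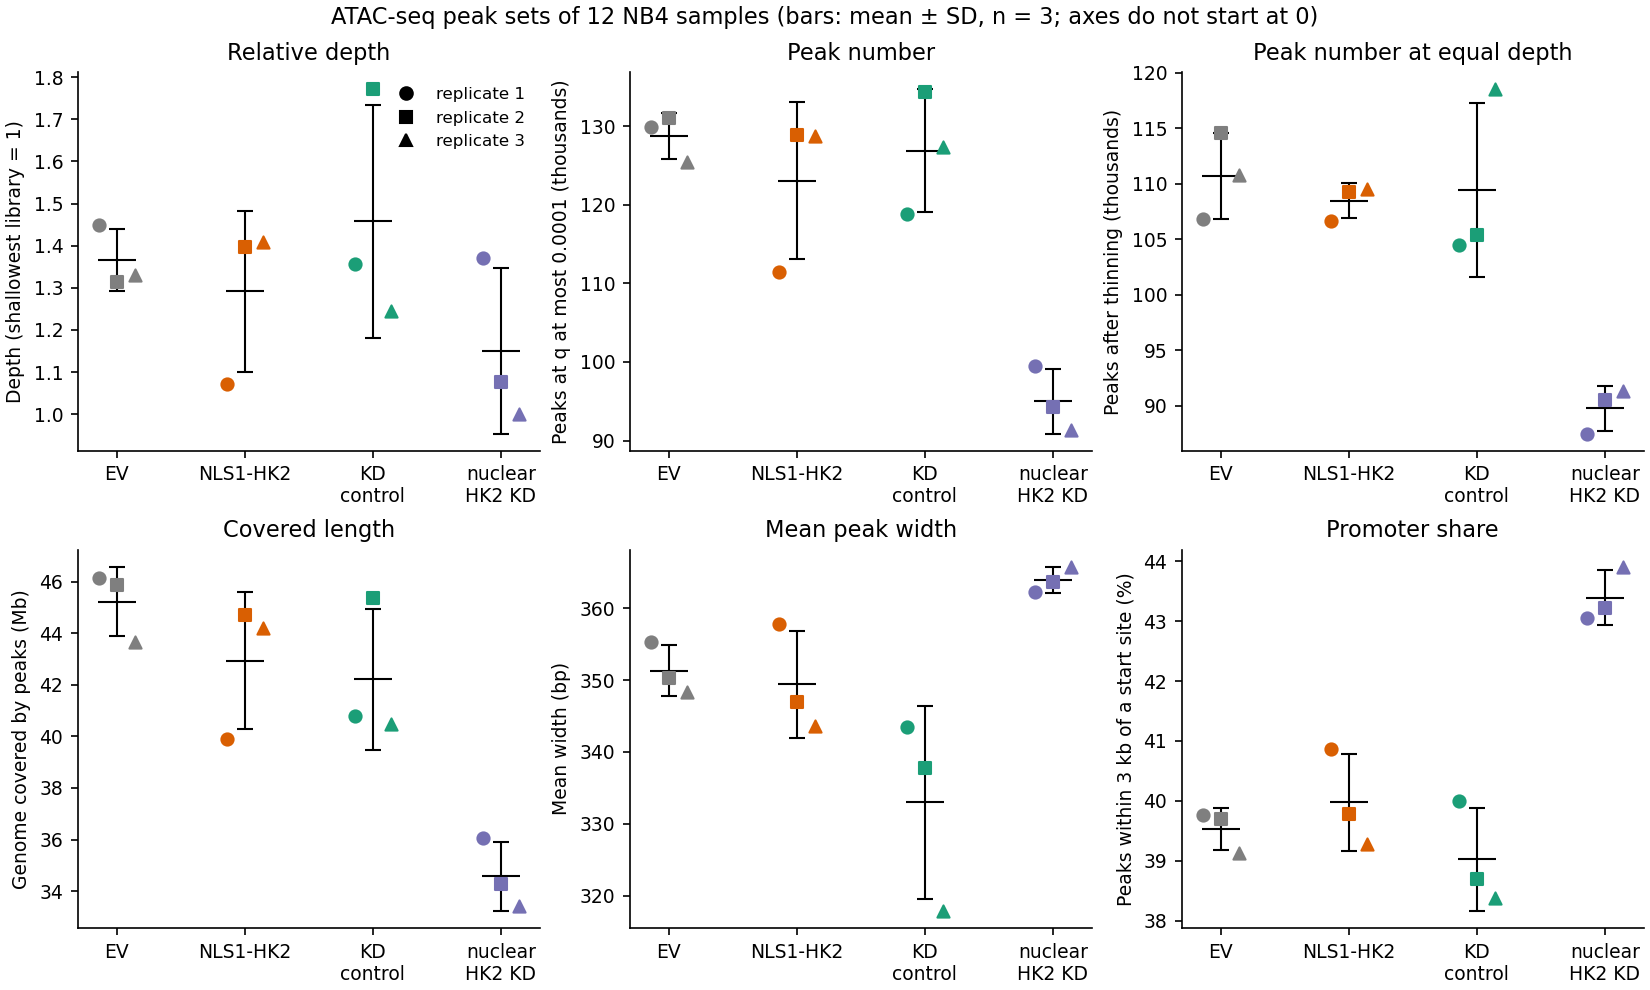
Relative depth, peak number, peak number after thinning to equal depth, covered length in Mb, mean peak width in bp and promoter share in percent for each of the 12 samples, by group; points are replicates and bars are the mean ± SD of 3 samples. The 3 nuclear HK2 KD samples lie between 91333 and 99503 peaks, below every KD control sample, while NLS1-HK2 and EV overlap.

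The loci of the perturbed gene and of promoters carried by lentiviral vectors were read first, as a check of the labels. HK2 (chromosome 2, 74834127 to 74893359) had a promoter peak in all 12 samples, and its peak stood at 3.98% ± 0.329 (SD, n = 3) of the list ranked by p-value in EV, 2.97% ± 0.285 (SD, n = 3) in NLS1-HK2, 2.72% ± 0.117 (SD, n = 3) in KD control and 3.18% ± 0.362 (SD, n = 3) in nuclear HK2 KD, where a lower percentage is a stronger peak. An integrated HK2 cDNA would add reads to the exons, and by the study's methods every group but EV carried one. Over exons 2 to 17 of HK2, a peak was found at exon 4 (74872300 to 74872419) in 9 of the 12 samples, all 3 EV samples among them. At exon 6 (74873844 to 74873943) a peak was found only in KD control replicates 2 and 3 and nuclear HK2 KD replicate 1. These carry the cDNA, but no NLS1-HK2 sample had that peak, so the exons did not mark the cDNA carriers as a set. The promoter of PGK1 (X, 77910739 to 78129295, peak from 78103804 to 78104356 in EV replicate 1) stood at 0.687% ± 0.157 (SD, n = 3) in EV and 0.641% ± 0.116 (SD, n = 3) in NLS1-HK2, against 0.168% ± 0.0405 (SD, n = 3) in KD control and 0.211% ± 0.0194 (SD, n = 3) in nuclear HK2 KD. The 6 samples of the knockdown arm did not overlap with the other 6 (exact permutation test over 924 labelings, two-sided, p = 0.00216, the smallest it allows). The same exact test gave p = 0.0952 for HK2, p = 0.195 for EEF1A1 (6, 73489308 to 73525587) and p = 0.530 for RNU6-1 (15, 67839939 to 67840045). By the study's methods the cells of both arms received a pLentiEF1α vector, so vector copies of the EEF1A1 promoter would not by themselves separate the arms. RNU6-1 stood at 16.8% ± 3.08 (SD, n = 3) in EV, 13.2% ± 0.473 (SD, n = 3) in NLS1-HK2, 16.4% ± 2.92 (SD, n = 3) in KD control and 11.2% ± 1.21 (SD, n = 3) in nuclear HK2 KD. This test between arms was chosen after the ranks were seen, and the 4 loci were fixed beforehand.

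**Figure D2:**
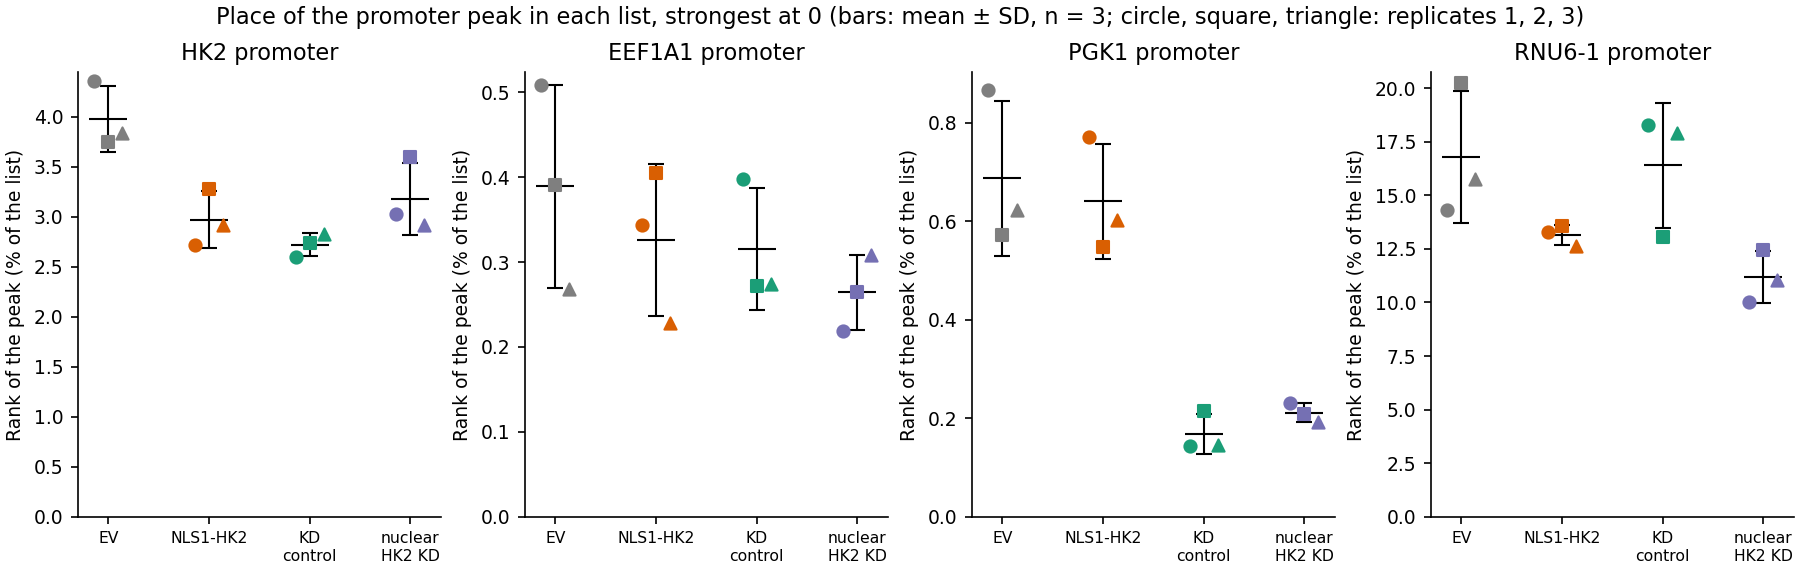
Rank of the promoter peak, as a percent of each list ordered by p-value, at HK2, EEF1A1, PGK1 and RNU6-1 in the 12 samples; points are replicates and bars are the mean ± SD of 3 samples. At PGK1 the KD control and nuclear HK2 KD samples sit between 0.144% and 0.231%, and the EV and NLS1-HK2 samples between 0.548% and 0.866%.

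The first comparison asked whether nuclear HK2 overexpression opened chromatin. Peak number was 123034 ± 9992 (SD, n = 3) in NLS1-HK2 and 128745 ± 2972 (SD, n = 3) in EV, a log2 ratio of -0.07 (exact permutation test, two-sided, p = 0.5). The difference was smaller than the spread between replicates. Without NLS1-HK2 replicate 1 the mean of that group was 128802. With every list thinned to equal depth the numbers were 108468 ± 1575 (SD, n = 3) against 110729 ± 3857 (SD, n = 3), a log2 ratio of -0.030 (exact permutation p = 0.4). Among the alternatives, the deposited lists without a q filter moved it most, to a log2 ratio of 0.057. Covered length was 42.9 Mb ± 2.65 (SD, n = 3) against 45.2 Mb ± 1.35 (SD, n = 3), a log2 ratio of -0.07 (exact permutation test, two-sided, p = 0.3). Mean peak width was 349 bp ± 7.43 (SD, n = 3) against 351 bp ± 3.59 (SD, n = 3), with an exact permutation p of 0.7. The share of peaks within 3 kb of a transcription start site was 40.0% ± 0.805 (SD, n = 3) against 39.5% ± 0.350 (SD, n = 3), with an exact permutation p of 0.4. None of the 4 measures separated the groups. The other 3 measures also depended on NLS1-HK2 replicate 1. With it left out, the log2 ratio of covered length was -0.025 and the promoter share difference 0.0037 percentage points, both smaller. The width ratio moved the other way, from -0.0077 to -0.025.

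Knockdown of nuclear HK2 gave larger differences. Peak number was 95019 ± 4143 (SD, n = 3) in nuclear HK2 KD and 126856 ± 7791 (SD, n = 3) in KD control, a log2 ratio of -0.42, with all 3 knockdown samples below all 3 controls (exact permutation test, two-sided, p = 0.1). After thinning to the depth of the shallowest library the log2 ratio was -0.29 and the groups still did not overlap, at 89796 ± 2027 (SD, n = 3) against 109443 ± 7855 (SD, n = 3) peaks. The deposited lists without a q filter moved it most, to -0.15, where the groups overlapped (exact permutation p = 0.2) and where KD control replicates 1 and 2 were held to the limit of 300000 lines before blacklist filtering. Covered length fell to 34.6 Mb ± 1.34 (SD, n = 3) from 42.2 Mb ± 2.74 (SD, n = 3), a log2 ratio of -0.29. Mean peak width was higher, at 364 bp ± 1.79 (SD, n = 3) against 333 bp ± 13.4 (SD, n = 3), a log2 ratio of 0.13 that changed sign to -0.051 without the q filter. The promoter share was higher by 4.37 percentage points, at 43.4% ± 0.456 (SD, n = 3) against 39.0% ± 0.862 (SD, n = 3). It is a share of a smaller total, and the number of promoter peaks was lower in nuclear HK2 KD. Covered length, mean peak width and promoter share each also separated all 3 knockdown samples from all 3 controls, with an exact permutation p of 0.1. After thinning, covered length (log2 ratio -0.22) and promoter share (3.84 percentage points) kept that p. The width ratio fell to 0.064, and the groups overlapped (exact permutation p = 0.4). With the 50000 strongest lines of each list the width ratio was 0.065 (exact permutation p = 0.9) and the log2 ratio of covered length -0.057 (exact permutation p = 0.2).

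The 2 control groups were compared to learn how far the arms start from each other. KD control and EV differed in peak number by a log2 ratio of -0.02 (exact permutation test, two-sided, p = 0.8), less than the spread between replicates, and the sign changed to 0.078 at q at most 1e-10. Mean peak width did not overlap, at 317.8 to 343.4 bp in KD control and 348.4 to 355.3 bp in EV. Covered length and promoter share overlapped. The difference in width between the control groups was not tested.

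Whether the 2 perturbations acted differently was tested by permuting the group labels within each comparison over 400 labelings, which can give a p of 0.005. The overexpression effect minus the knockdown effect was 0.35 on the log2 scale for peak number (exact permutation p = 0.08), 0.21 for covered length (exact permutation p = 0.175), -0.14 for mean peak width (exact permutation p = 0.035) and -3.93 percentage points for promoter share (exact permutation p = 0.085). With Benjamini-Hochberg adjustment over these 4 tests, the p of mean peak width was 0.113, so none passed 0.05. After thinning to equal depth the width difference was -0.10 (exact permutation p = 0.215).

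Peak positions were then compared by Jaccard index, the bases shared by 2 peak sets over the bases in either. Within groups the mean index was 0.737 in EV, 0.738 in NLS1-HK2, 0.735 in KD control and 0.757 in nuclear HK2 KD. Between NLS1-HK2 and EV it was 0.726, which left a contrast of 0.0111 between pairs within and across groups (exact permutation test over 10 splits, one-sided, p = 0.1, the smallest it allows). That contrast was 0.0072 without NLS1-HK2 replicate 1 (exact permutation p = 0.3). It was 0.0092 in the deposited lists without a q filter (exact permutation p = 0.2). In the other settings run it lay between 0.0089 and 0.0198, each with an exact permutation p of 0.1. Between nuclear HK2 KD and KD control the mean was 0.642, a contrast of 0.104 (exact permutation test over 10 splits, one-sided, p = 0.1), and the lowest index within either group (0.723) exceeded the highest between them (0.668). The 2 control groups had a mean index of 0.671 with each other, lower than the 0.726 between NLS1-HK2 and EV.

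**Figure D3:**
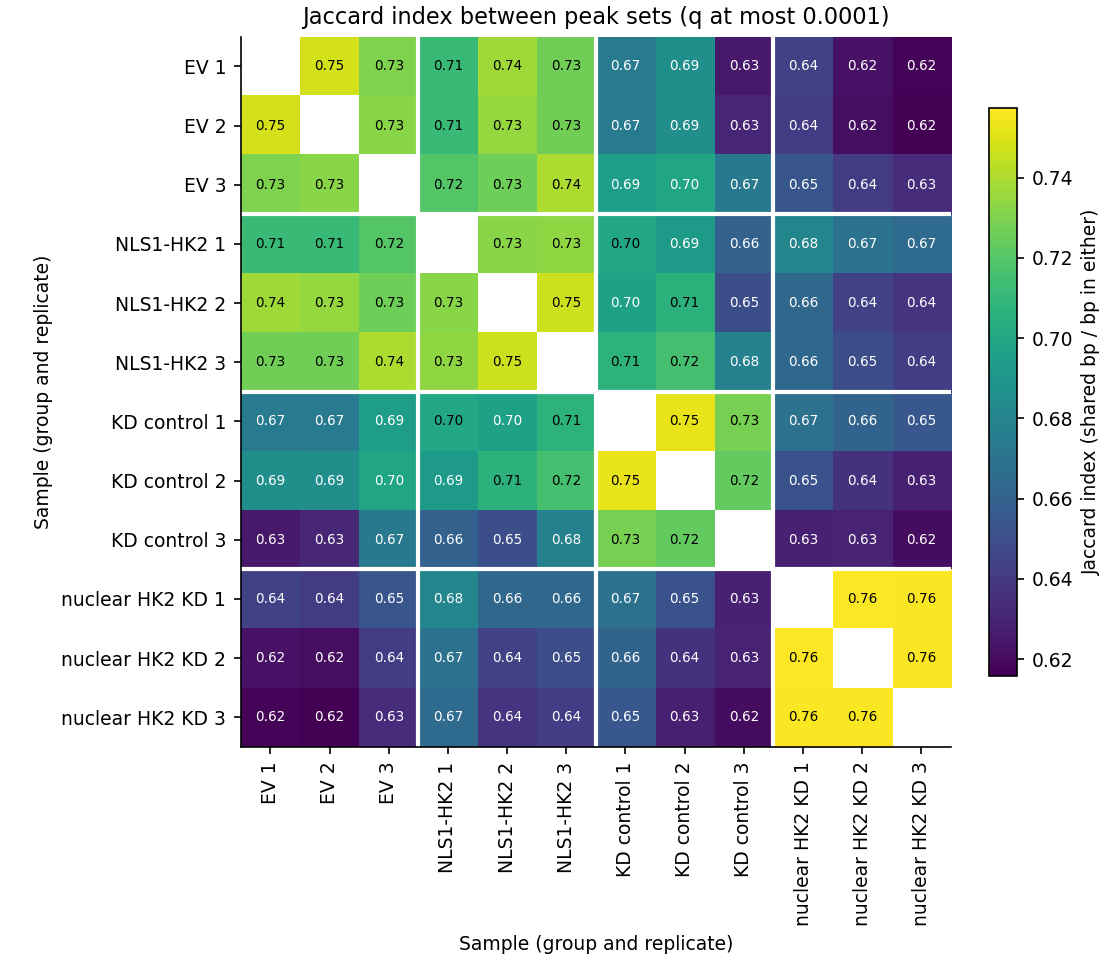
Jaccard index for each pair of the 12 peak sets at q at most 0.0001, with samples ordered by group on both axes and the diagonal left blank. Pairs within nuclear HK2 KD are the most alike, with a mean index of 0.757, and pairs of nuclear HK2 KD with EV are the least alike, with a mean of 0.632.

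Regions were merged across the 6 samples of a comparison, and those called in all 3 samples of one group and in none of the other were counted. Of 166988 regions in the overexpression comparison, 83729 were called in all 6 samples, 629 only in NLS1-HK2 and 1258 only in EV. The 1887 regions that separated the groups compared with between 840 and 1744 in the other 9 splits of the same samples. Which side held more depended on the setting. After thinning EV still held more, with 682 only in NLS1-HK2 and 898 only in EV. The order was reversed without a q filter (1589 and 1049) and without NLS1-HK2 replicate 1 (2141 and 1693). EV held more in every other setting run, among them q at most 1e-10 (327 and 875) and the 50000 strongest lines (242 and 264). In the knockdown comparison, 69759 of 158147 regions were called in all 6 samples, 1220 only in nuclear HK2 KD and 13109 only in KD control, a total of 14329 against between 383 and 810 in the other 9 splits. At equal depth the counts were 1611 and 8629. With the 50000 strongest lines of each list, which fixes the number of lines per sample, they were 1010 and 2107. Of the regions called only in KD control, 24.7% lay within 3 kb of a start site, against 34.9% of those called only in nuclear HK2 KD and 44.9% of those called in all 6 samples.

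**Figure D4:**
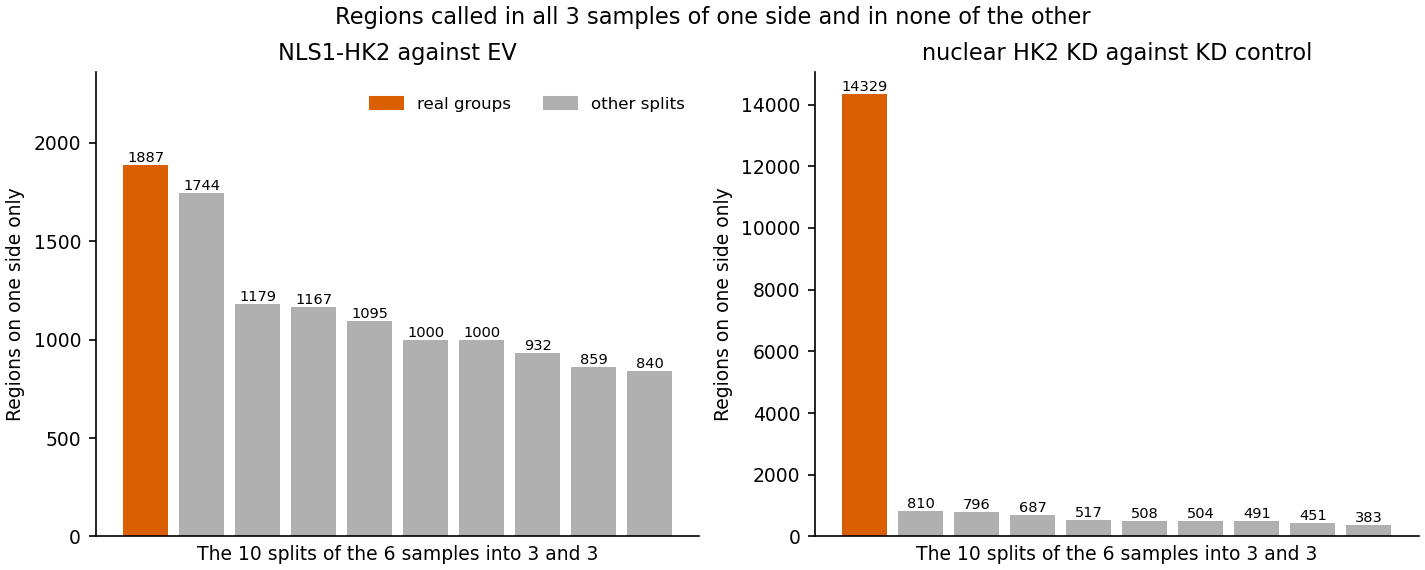
Number of regions called in all 3 samples of one side and in none of the other, for each of the 10 ways of splitting the 6 samples of a comparison, with the real groups in orange and bars ordered by height. The real groups gave 1887 regions for NLS1-HK2 and EV, close to the 1744 of another split, and 14329 for nuclear HK2 KD and KD control, where no other split exceeded 810.

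By the rule fixed before the data were examined, the 3 strongest such regions in each direction were named. Regions called only in NLS1-HK2 were weak, with mean ranks from 48.6% to 52.2% of their lists. They lay at chromosome 9, 89379593 to 89379820, on coding exon sequence of SEMA4D, at chromosome 6, 2183440 to 2183879, in an intron of GMDS, and at chromosome 19, 6730379 to 6730812, over the start of C3, where it also covers coding sequence and untranslated sequence of GPR108. Regions called only in EV had mean ranks from 41.5% to 52.5%. They lay at chromosome 17, 29112805 to 29113324, in an intron of MYO18A, at chromosome 16, 31177126 to 31177413, outside annotated genes and nearest to the pseudogene NDUFA3P6, and at chromosome 10, 86715263 to 86715444, in an intron of LDB3. Of these 6 regions, 2 still separated the groups at q at most 1e-10, and 5 did so with a fold enrichment of at least 3.

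The knockdown comparison named stronger regions, and all 6 of them separated the groups at q at most 1e-10 and after thinning. With the 50000 strongest lines of each list, 0 of the 6 regions did so in either comparison. For the overexpression regions this holds by construction, since their mean ranks lie far beyond those lines. The knockdown regions rank near or beyond the last of them, so this setting says little about either set. Those called only in nuclear HK2 KD lay at chromosome 5, 32538090 to 32538374, in an intron of SUB1 (mean rank 19.4%), at chromosome 20, 35462283 to 35462763, over an exon of CEP250 that includes untranslated and coding sequence (mean rank 20.8%), and at chromosome 1, 30738038 to 30738454, in an intron of LAPTM5 and nearest to the start of MIR4420 (mean rank 21.3%). Those called only in KD control lay at chromosome 6, 14706431 to 14706748, in an intron of a long non-coding RNA and 49771 bp from the start of another non-coding gene, ENSG00000289958 (mean rank 14.3%), at chromosome 6, 157984659 to 157985048, in an intron of SYNJ2 (mean rank 16.7%), and at chromosome 8, 79666155 to 79666646, over untranslated exon sequence of STMN2 (mean rank 17.9%).

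Finally, the share of peaks nearest to the start sites of genes in 4 lists was compared, since the study linked nuclear HK2 to stem cell, differentiation and DNA repair genes. The lists were fixed before the data were examined and are not the signatures the study used. In nuclear HK2 KD, 0.137% ± 0.00641 (SD, n = 3) of peaks were nearest to the 29 granulocyte genes, against 0.119% ± 0.00287 (SD, n = 3) in KD control, a log2 ratio of 0.21 with all 3 samples above all 3 controls (exact permutation test, two-sided, p = 0.1, and 0.4 after Benjamini-Hochberg adjustment over 8 comparisons). The number of such peaks was lower, at 130 ± 0.577 (SD, n = 3) against 150 ± 8.96 (SD, n = 3), so the share rose while the number fell. The log2 ratio was 0.11 for the 17 genes of the LSC17 stemness score (exact permutation p = 0.1, adjusted 0.4), with all 3 knockdown samples above all 3 controls, 0.03 for 24 stem cell (HSC) genes (exact permutation p = 0.5, adjusted 0.667) and 0.09 for 41 DNA repair genes (exact permutation p = 0.3, adjusted 0.48). The number of peaks fell for these lists too. It fell to 86.3 ± 6.11 (SD, n = 3) from 107 ± 3.79 (SD, n = 3) for LSC17 and to 141 ± 3.06 (SD, n = 3) from 185 ± 10.3 (SD, n = 3) for HSC genes. It fell to 102 ± 1.00 (SD, n = 3) from 128 ± 2.65 (SD, n = 3) for DNA repair genes. In NLS1-HK2 against EV the ratios were 0.04 for LSC17 (exact permutation p = 0.6, adjusted 0.686), 0.07 for HSC and 0.08 for granulocyte genes (both with an exact permutation p of 0.2, adjusted 0.4), and 0.00 for DNA repair genes (exact permutation p = 1). No list passed 0.05 in either comparison. The LSC17 ratio in the knockdown comparison was 0.049 without KD control replicate 2 (exact permutation p = 0.2) and 0.028 at q at most 1e-10 (exact permutation p = 0.9). The 50000 strongest lines moved LSC17 most, to -0.051 in the overexpression and -0.10 in the knockdown comparison, and HSC to -0.13 in the knockdown comparison. The DNA repair ratio in the knockdown comparison stayed positive, but its size varied. It was 0.015 with protein-coding start sites and 0.035 without KD control replicate 2. It was 0.18 at q at most 1e-10 and 0.21 with the 50000 strongest lines (both with an exact permutation p of 0.1).

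**Figure D5:**
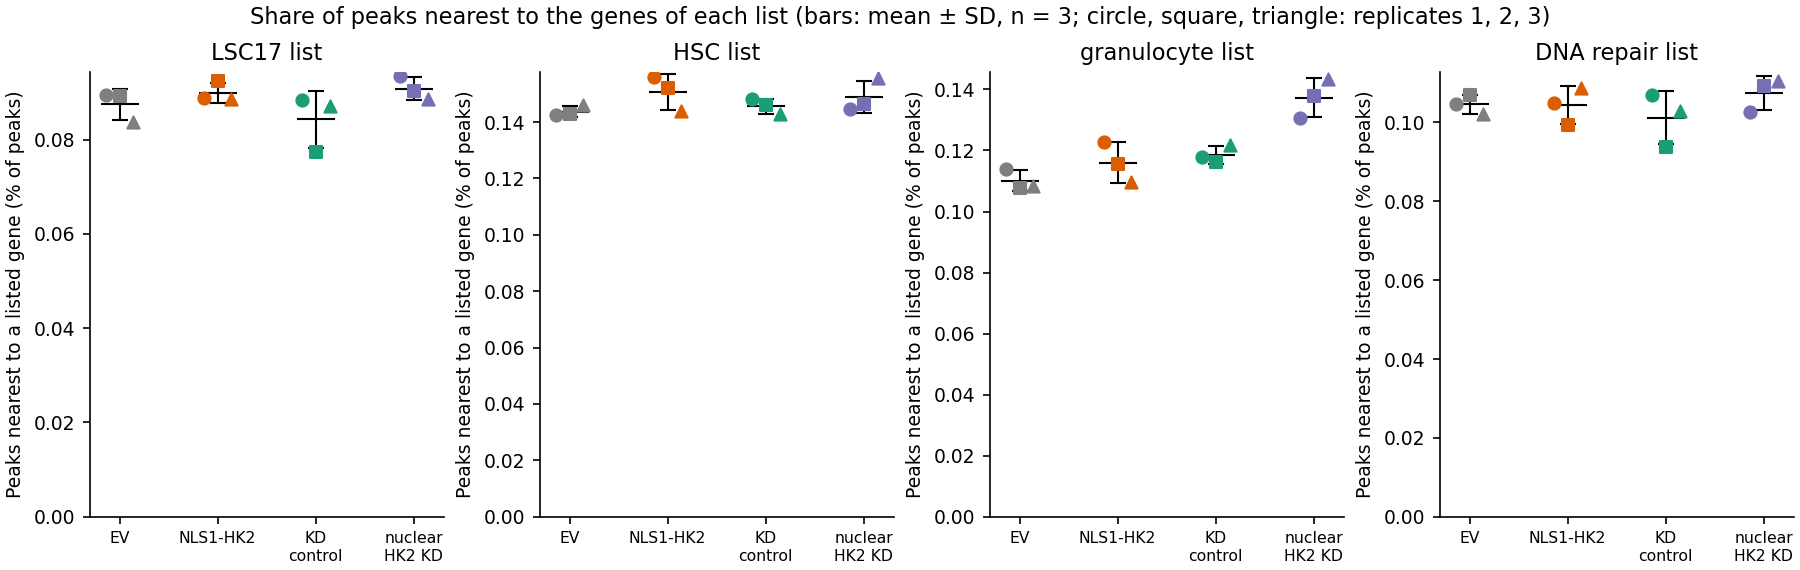
Percent of peaks at q at most 0.0001 whose nearest start site belongs to a gene of the LSC17, HSC, granulocyte or DNA repair list, for the 12 samples; points are replicates and bars are the mean ± SD of 3 samples. The granulocyte share is highest in nuclear HK2 KD, at 0.137% against 0.119% in KD control.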

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

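The comparison of the 2 effects on mean peak width and its value after thinning were planned, the test of shared regions was chosen before its outcome was seen, and of the tests only the reading of thinning as a test of depth was written down after the result was seen. The result singled out here is the difference of the 2 effects on mean peak width, -0.14 on the log2 scale (exact permutation p = 0.035 over 400 labelings, 0.113 after Benjamini-Hochberg adjustment over 4 measures), which means that peaks were wider in nuclear HK2 KD than in KD control and not wider in NLS1-HK2 than in EV. It was singled out because the test of the difference itself gave a p under 0.05 before adjustment. The arms did not start from the same width, since mean peak width was 333 bp in KD control and 351 bp in EV. It was 364 bp in nuclear HK2 KD. A candidate explanation is that the knockdown sets lack narrow peaks rather than holding wider ones. Regions called only in KD control had a median width of 262 bp and those called only in nuclear HK2 KD 290 bp, against 451 bp for regions called in all 6 samples of that comparison, so regions of one group alone were narrow in both directions and their width by itself does not decide. Over the 65272 regions called in all 12 samples the difference was -0.039 (exact permutation p = 0.455), with a log2 width ratio of -0.01 between nuclear HK2 KD and KD control. A smaller difference over shared regions is what the loss of narrow peaks predicts, in a test that might have kept the full difference. Depth remains open as a contributor, since thinning left -0.10 (exact permutation p = 0.215), neither near 0 nor apart from the other labelings. Thinning also kept the interval bounds of the full-depth calls, so it reflects only which peaks are lost and cannot show intervals narrowing at lower depth. Without a q filter the difference was -0.03. The width is therefore best read together with the lower peak number, and no separate biological explanation of width was tested.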

How the results depend on the processing

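All alternatives in this part were fixed before the data were examined, and no test here was chosen after a result was seen. Among the recomputed values for the comparisons, 344 kept their direction and side of the threshold (counts within 1.5 times), 23 changed sign, 21 counts moved by more than 1.5 times and 10 lost a p under 0.05. With p at or above 0.1 by design in every 3 against 3 test, keeping the same side says nothing about stability there, and direction carries the information.

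The lower peak number, shorter covered length and higher promoter share of nuclear HK2 KD kept their direction under each alternative run for them (the 50000 strongest lines were not run for peak number, nor each line of the list for covered length), with log2 ratios from -0.46 to -0.15 for peak number. Its mean peak width did so except in the deposited lists without a q filter, where the ratio was -0.051, but after thinning it fell from 0.13 to 0.064 and the groups overlapped (exact permutation p = 0.4). In those lists peak number changed sign to 0.057 for NLS1-HK2 against EV and to 0.16 for KD control against EV, the promoter share in NLS1-HK2 changed to -0.22 percentage points, the HSC share in nuclear HK2 KD to -0.039, the difference of the width effects was -0.027 and no longer under 0.05, and regions called only in the perturbed group rose to 1589 for NLS1-HK2 (with 1049 only in EV) and 2616 for nuclear HK2 KD. There the limit of 300000 lines holds 8 of the 12 lists to nearly the same length, so peak number is partly set by the limit.

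At q at most 1e-10, KD control against EV changed sign to 0.078, the DNA repair share in NLS1-HK2 to 0.026, and 327 regions were called only in NLS1-HK2. Thinning gave 0.048 for the DNA repair share in NLS1-HK2, 8629 regions called only in KD control, and -0.10 for the difference of the width effects, no longer under 0.05. With the 50000 strongest lines, 242 regions were called only in NLS1-HK2, 264 only in EV and 2107 only in KD control, fewer by construction, the width difference was -0.12 and no longer under 0.05, and list shares changed sign to 0.012 for DNA repair, -0.051 for LSC17 and -0.034 for granulocyte genes in NLS1-HK2, and to -0.13 for HSC and -0.10 for LSC17 in nuclear HK2 KD. Counting each line gave 0.024 for DNA repair and -0.022 for LSC17 in NLS1-HK2, and protein-coding start sites gave -0.10 for HSC in nuclear HK2 KD. The cause of these changes in list shares was not tested. The granulocyte share in nuclear HK2 KD stayed positive, from 0.14 to 0.25.

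Leaving out 1 replicate at a time moved peak number from -0.10 to 0.0006 for NLS1-HK2 against EV, with the top value reached without NLS1-HK2 replicate 1, and from -0.065 to 0.024 for KD control against EV, where the top value came without KD control replicate 1. Across the fits that each left out 1 replicate, the ratio of mean widths in NLS1-HK2 ran from -0.025 to 0.0043, the difference of the width effects from -0.16 to -0.10 with an exact permutation p from 0.01 to 0.065, the DNA repair share in NLS1-HK2 from -0.034 to 0.031, and the HSC share in nuclear HK2 KD from -0.0003 to 0.052. Region counts rose because only 2 samples of one group had to agree, to between 1151 and 2141 called only in NLS1-HK2, between 1693 and 3254 only in EV and between 1428 and 1966 only in nuclear HK2 KD. Without NLS1-HK2 replicate 1, 2141 regions were called only in NLS1-HK2 and 1693 only in EV, so more lay on the NLS1-HK2 side, and the Jaccard contrast of that comparison was 0.0072 (exact permutation p = 0.3). Without KD control replicate 2 the LSC17 ratio in nuclear HK2 KD was 0.049.

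The labels do not say what a replicate number marks. Across regions, the deviations of same-numbered samples from their group means correlated between -0.016 and 0.063, and those of differently numbered samples between -0.063 and 0.037. The highest value was a same-numbered one (replicate 3 of NLS1-HK2 and EV), but all were small, so the samples were treated as unpaired and a weak shared batch was not excluded. With the replicate block, the log2 ratio of peak number was -0.42 in nuclear HK2 KD (exact sign-flip test over 8 patterns, p = 0.25, the smallest it allows) and -0.07 in NLS1-HK2, and the difference of the width effects was -0.14 (exact sign-flip test over 64 patterns, p = 0.0625). No other call changed under the block.

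Depth differed more in the knockdown arm, at 1.46 in KD control against 1.15 in nuclear HK2 KD, than in the overexpression arm, at 1.37 in EV against 1.29 in NLS1-HK2. Thinning moved the log2 ratio of peak number from -0.42 to -0.29 in the first and from -0.07 to -0.030 in the second.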

Other observations

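Of the tests, the reading of thinning (itself fixed beforehand) as a test of depth for peak number, and the tests of the limit on lines, of exchanged samples, of uniformly lower enrichment (the ranks of lost regions and the order of the strongest peaks), of other splits, of RNU6-1 and of matches to mitochondrial DNA were chosen, or their final form was set, only after the results they bear on were seen. The others were written down before their outcome was known.

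The clearest pattern in these lists was the lower peak number in nuclear HK2 KD. Several technical explanations are argued against as its whole cause. Thinned to equal depth, the log2 ratio was -0.29 and the groups stayed apart, so depth may contribute to the ratio of -0.42 and does not account for it all. The limit on lines cut short 0 of the 12 sets at the q threshold. When regions were divided into 5 equal classes of GC content, peaks were fewer in nuclear HK2 KD in every class with no overlap between groups, and the smallest log2 ratio was -0.22 in the class richest in GC. The loss was graded, reaching -0.58 in the class poorest in GC, so a GC bias on top of a general loss stays open. An exchange of single samples would leave some pair across the groups as alike as a pair within one, but the lowest Jaccard index within a group, 0.723, exceeded the highest between them, 0.668. Of the 10 splits of the 6 samples, 1 (the real one) gave as many as 14329 separating regions, a share that 3 against 3 samples cannot bring under 0.1.

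A library with uniformly lower enrichment would lose its weaker peaks, and most of the lost regions were weak. The 13109 regions called only in KD control had a median rank of 54.0% in the KD control lists, and 1.59% of them ranked in the first 25 percent, against 58.0% of regions called in all 6 samples. Weak regions are also the easiest to lose to a selective change, so for the number of peaks these explanations cannot be told apart. Lower enrichment alone would keep the order of the strongest peaks, and here the order differed: with 50000 lines per list, 1010 regions were called only in nuclear HK2 KD and 2107 only in KD control, while no mixed split gave more than 115 on a side. A change in accessibility that is uneven across the genome is therefore a hypothesis that stays open, as does an uneven technical change such as a different transposition efficiency, which the lists do not measure.

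For overexpression the peak numbers at the q threshold went the other way from an opening of chromatin, and by less than the spread between replicates. This direction was lost in some settings. The log2 ratio was 0.0006 without NLS1-HK2 replicate 1 and 0.057 without a q filter, and negative in every other setting run. Thinned to equal depth, NLS1-HK2 had 108468 peaks and EV 110729, a log2 ratio of -0.030 (exact permutation p = 0.4) where it had been -0.07 (exact permutation p = 0.5). Both values lie within the spread between replicates, so an effect of depth and variation between replicates cannot be told apart. Of the 10 splits, 1 (the real one) gave as many as 1887 separating regions, with 1744 in the next. The Jaccard contrast fell from 0.0111 to 0.0072 without NLS1-HK2 replicate 1 (exact permutation p = 0.3). Without a q filter it was 0.0092 (exact permutation p = 0.2). In the other settings run it lay between 0.0089 and 0.0198, each with an exact permutation p of 0.1. A difference in position between the groups thus rests on a small margin that did not hold in every setting.

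If nuclear HK2 opened the same regions in both systems, regions gained in NLS1-HK2 would tend to be lost in nuclear HK2 KD. Across 186044 regions called in any of the 12 samples, the correlation between the change in NLS1-HK2 and the change in nuclear HK2 KD was -0.0104 (exact permutation test over 100 pairs of splits, two-sided, p = 0.6), inside the range of all pairs of splits, from -0.0744 to 0.0930. With 50000 lines per list it was 0.0494 (exact permutation p = 0.31). Of 613 regions of this union called only in NLS1-HK2, 110 were also called only in KD control and 18 only in nuclear HK2 KD, and of 1224 called only in EV the numbers were 117 and 11. The share called only in KD control was thus higher among NLS1-HK2 regions (17.9% against 9.56%), which goes with opposite effects, and so was the share called only in nuclear HK2 KD (2.94% against 0.899%), which goes against them. These shares were not tested against other splits. Opposite effects are neither shown nor excluded by the calls, which do not measure graded changes within peaks.

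The granulocyte list rose more in nuclear HK2 KD than most lists of its kind. Its log2 ratio of 0.21 lay at percentile 98.7 of 10000 random lists of protein-coding genes matched on their number of KD control peaks, whose median was 0.06. The one-sided p of 0.0133 became 0.106 after Benjamini-Hochberg adjustment over the 8 list comparisons, so a change shared by genes with similar numbers of peaks and a change specific to the list cannot be told apart. The other lists in that comparison lay at percentiles 73.7 (LSC17), 40.8 (HSC) and 48.6 (DNA repair). In NLS1-HK2 against EV the percentiles were 94.8 for granulocyte, 94.6 for HSC, 76.8 for LSC17 and 39.8 for DNA repair genes. The ratios behind the first 2 depended on single libraries. With 1 replicate left out at a time, the granulocyte ratio ran from 0.033 to 0.12 and the HSC ratio from 0.041 to 0.10. Both were lowest without NLS1-HK2 replicate 1 and highest without NLS1-HK2 replicate 3.

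The PGK1 promoter was singled out by its rank. Its rank in the knockdown arm was lower (a stronger place) by -1.81 on the log2 scale than in the overexpression arm, and of 3238 promoter regions with a mean rank in the first 2 percent, 0 shifted as far. A change along the whole X chromosome is argued against: the median shift of the 758 promoter regions on X was -0.067, 0 of them shifted as far as PGK1, and X held 2.79% of peaks in the knockdown arm and 2.77% in the other (exact permutation p = 0.630). A candidate explanation is that shRNA vectors carry a PGK1 promoter whose integrated copies add reads to the endogenous locus. Under that view RNU6-1, whose promoter drives the shRNA in such vectors, might have shifted too in both knockdown-arm groups. Between the arms it did not (exact permutation p = 0.530), but the groups within them differed: its mean rank was 11.2% in nuclear HK2 KD, where all 3 samples ranked stronger than all 9 others, against 16.4% in KD control, 13.2% in NLS1-HK2 and 16.8% in EV. The shift is thus seen in one group with the shRNA vector and not in the other. NLS1-HK2 (12.63% to 13.55%) and EV (14.33% to 20.23%), which have no shRNA vector, did not overlap either, so this rank also differs for other reasons. The scored peak did not cover the RNU6-1 start site, so it may register vector copies poorly. The short RNU6-1 promoter and the vector sequence, not used here, keep the explanation open. If it holds, this peak marks the vector and not the chromatin. Whether or not it holds, both knockdown-arm groups differ from EV and NLS1-HK2 in the constructs they carry. By the study's methods they received a further vector with an shRNA.

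Both knockdown-arm groups lay slightly nearer to NLS1-HK2 than to EV. The mean Jaccard index with NLS1-HK2 exceeded that with EV by 0.0184 for KD control (exact permutation p = 0.3) and by 0.0252 for nuclear HK2 KD (exact permutation p = 0.1). After thinning the smaller of the gaps was 0.0210 (exact permutation p = 0.2), so depth did not remove it, but the gap for KD control is within what other labelings of NLS1-HK2 and EV give. The groups share an HK2 transgene that EV lacks, which was not tested.

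The strongest interval of all 12 lists lay at chromosome 17, 22521175 to 22521605 in EV replicate 1, and 94.7% of it matched the mitochondrial genome at 86.1% identity. Among the 10 strongest intervals of each list, 69.2% matched mitochondrial DNA over at least 50% of their length (between 5 and 8 per list), against 2 of 2400 intervals drawn at random from the peaks. These intervals may therefore reflect reads of mitochondrial origin placed on nuclear copies of mitochondrial DNA, since mitochondrial reads were removed by where they aligned. They are few, so the counts above hardly depend on them, and the remaining strong intervals had no such match.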
